# Diversity in Cell Morphology, Composition, and Function among Adipose Depots in River Buffaloes

**DOI:** 10.3390/ijms24098410

**Published:** 2023-05-07

**Authors:** Xintong Yang, Ruirui Zhu, Ziyi Song, Deshun Shi, Jieping Huang

**Keywords:** *Bubalus bubalis*, adipose tissue depot, cell size, composition, function, metabolism

## Abstract

Fat deposition is a significant economic trait in livestock animals. Adipose tissues (ATs) developed in subcutaneous and visceral depots are considered waste whereas those within muscle are highly valued. In river buffaloes, lipogenesis is highly active in subcutaneous (especially in the sternum subcutaneous) and visceral depots but not in muscle tissue. Revealing the features and functions of ATs in different depots is significant for the regulation of their development. Here, we characterize the cell size, composition, and function of six AT depots in river buffaloes. Our data support that the subcutaneous AT depots have a larger cell size than visceral AT depots, and the subcutaneous AT depots, especially the sternum subcutaneous AT, are mainly associated with the extracellular matrix whereas the visceral AT depots are mainly associated with immunity. We found that sternum subcutaneous AT is significantly different from ATs in other depots, due to the high unsaturated fatty acid content and the significant association with metabolic protection. The perirenal AT is more active in FA oxidation for energy supply. In addition, the expression of HOX paralogs supports the variable origins of ATs in different depots, indicating that the development of ATs in different depots is mediated by their progenitor cells. The present study enhances our understanding of the cellular and molecular features, metabolism, and origin of AT depots in buffaloes, which is significant for the regulation of fat deposition and provides new insights into the features of AT depots in multiple discrete locations.

## 1. Introduction

Fat deposition, namely adipose tissue (AT) development, is a vital economic trait in livestock animals. AT can develop in multiple anatomical depots, which mainly include subcutaneous fat (SCF), visceral fat (VCF), and intramuscular fat (IMF) in livestock animals. Among them, IMF is highly valued whereas others are considered waste [1]. Thus, a strategy on regulating AT development in specific depots is highly appreciated in livestock animals. Characterizing the differences of ATs in multiple discrete locations will contribute to optimizing fat deposition in livestock animals.

Buffaloes (*Bubalus bubalis*) play vital roles in the lives of tens of millions of people as a source of milk, meat, and draught power. Buffaloes are regarded as the most promising domestic animal for meat production [2]. Buffaloes are mainly divided into the river type and swamp type. Most buffaloes are of the river type for their high body size and good performance in milk production. In fact, lipogenesis is highly active in river buffaloes. For example, the subcutaneous AT is abundant and the milk fat content is very high in river buffaloes [3]. However, lipid accumulation in muscle is very limited in river buffaloes, which makes their meat quality very poor. To date, information on the development and regulatory mechanisms of ATs in different depots is limited in buffaloes.

The development of ATs is accompanied by the proliferation and adipogenic differentiation of preadipocytes. The migration and proliferation of preadipocytes are mainly completed during the embryonic stage. In the later stage of growth, preadipocytes are induced to adipogenic differentiation by an adequate energy supply, with lipid droplets accumulating in the cells and resulting in an increase in cell size. Thus, the cell size of adipocytes is an important indicator for evaluating the development of ATs in different depots [4,5,6]. The excess energy is mainly stored in mature adipocytes in the form of triglyceride (TG). A molecule of triglyceride is formed by one molecule of glycerol and three molecules of fatty acids. In the state of energy mobilization, triglycerides are decomposed into fatty acids, which are transported into mitochondria and undergo β-oxidation to release energy [7]. Fatty acid composition in different AT depots is variable [8,9], indicating that ATs in different depots have variable preferences for the absorption and synthesis of different types of fatty acids. Accordingly, gene expression profiling is different in different AT depots [4,6] as they play multiple roles in the health of animals [10,11]. Most of the existing results are based on studies in humans and model animals. The distribution of AT depots throughout the body in different species can be different [12]. In river buffaloes, lipogenesis is highly active. Specially, they have well-developed sternum subcutaneous AT that may be different from those in other depots.

In the present study, the cell size, TG and crude fat contents, main fatty-acid composition, and transcriptomes of ATs from six depots in river buffaloes, including three subcutaneous AT (SAT) depots (back subcutaneous AT, BSAT; sternum subcutaneous AT, SSAT; inguinal AT, IAT) and three visceral AT (VAT) depots (omental AT, OAT; pericardial AT, PCAT; perirenal AT, PRAT), were studied. We characterized the cellular and molecular properties and functions of ATs from discrete locations. The results will provide essential information for the development of diverse AT depots in buffaloes.

## 2. Results

### 2.1. Cellular Morphology

To reveal potential differences in cellular morphology between different AT depots (Figure 1a), H&E staining (Figure 1b) was performed for the six AT depots in the buffaloes. As shown in Figure 1b, complete cell morphologies were obtained for all depots except the SSAT depot (Figure 1b). Then, the number of cells per unit area instead of the cell area was analyzed. As shown in Figure 1c, the cell number per field in the PRAT depot was the highest, followed by the OAT depot. The cell numbers of the PCAT, IAT, SSAT, and BSAT depots were the lowest (Figure 1c). Therefore, the cell size in the PRAT depot was the smallest, followed by the OAT depot and then by the other four depots.

### 2.2. Triglyceride Content and Crude Fat Content

To reveal potential differences in components between different depots, both TG content and crude fat content were detected for all 36 AT samples. Interestingly, for each individual, the highest TG content was detected in the IAT depot (Figure 1d). The levels of TG in the IAT, BSAT, and OAT depots were widely distributed whereas those in the other three depots were stable. The SSAT had the lowest TG content (Figure 1d). By contrast, the lowest crude fat content was detected in the SSAT depot and the highest crude fat content was detected in the PCAT depot; other depots had similar crude fat content (Figure 1e). Thus, TG content was not consistent with crude fat content in AT depots.

### 2.3. Fatty Acid Composition

The main fatty acids, including 3 saturated fatty acids (SFAs) (stearic acid, myristic acid, and palmitic acid) and 4 unsaturated fatty acids (UFAs) (oleic acid, palmitoleic acid, linoleic acid, and α-linolenic acid), were detected for the 36 samples across the six AT depots. As shown in Figure 2a–c, stearic acid was the most abundant SFA in ATs. The highest stearic acid content was detected in the PRAT depot, followed by OAT and PCAT depots (Figure 2a). The SSAT depot had the lowest stearic acid content, followed by the BSAT depot (Figure 2a). The level of stearic acid content in the IAT depot was similar to that in the VAT depots. For the UFAs (Figure 2d–f), oleic acid was the most abundant one. The SAT depots had higher oleic acid and palmitoleic acid contents, especially in the SSAT (Figure 2d,e). The lowest palmitoleic acid content was detected in PRAT (a VAT depot); the highest level was detected in SSAT (a SAT depot) (Figure 2e). In total, the SFA contents in three VAT depots and the IAT depot were more than 50% and those in the other two SAT depots (BSAT and SSAT) were <50% (Figure 2h). Consistently, BSAT and SSAT depots had relatively high UFA contents (Figure 2i). In most AT depots, the UFA content was lower than the SFA content; however, in the SSAT depot, the pattern was the opposite (Figure 2j,k).

### 2.4. Overview of the RNA Sequencing

Since cell sizes and components varied across AT depots, RNA sequencing was performed to reveal potential molecular differences. In total, 36 ATs across the 6 depots were used for RNA sequencing. A total of 5.3 billion 100 nt pair-end clean reads were obtained (Table S1). A river buffalo genome (assembled by our team, not published) was used and the mapping ratios were >96% (Table S1). 

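RNA from 6 adipose depots of 6 river buffaloes, 3 males and 3 females aged 19 to 21 months, gave 36 libraries, 1 per depot and animal. The 3 SAT depots were back (BSAT), sternum (SSAT) and inguinal (IAT) fat, and the 3 VAT depots were omental (OAT), pericardial (PCAT) and perirenal (PRAT) fat. By the paper's Table S1, the libraries held 137981040 to 154355288 clean reads, of which 96.41% to 97.57% were mapped. The values used here are the authors' FPKM for 23032 gene models, made with HISAT2 and StringTie on their own genome assembly. Read counts per gene were not used here. FPKM summed to 796645 in the lowest library and 911384 in the highest, so the columns were not scaled to a common total. Differences were tested with limma on log2(FPKM + 0.1) over gene models with an average FPKM above 0.1, with SAT set against VAT and each depot against the mean of the other 5. The animal was not a term in these fits. Lists of genes were fixed before the tests were run. Parts of the paper's tables, which hold some of these values, and its figures had already been seen. The score of a list in a library is the mean of its members' log2 values, each taken relative to that gene's mean over the 36 libraries. For score differences between groups, the mean of all gene models tested was also subtracted in each library, and depot labels were permuted within animals to test them. That permutation test was chosen after seeing the data. For SATs against VATs it exchanged single libraries and not whole depots. A small p there can also come from a single unusual depot.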

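Of 23032 gene models, 17688 had an average FPKM above 0.1 over the 36 libraries, and 11776 had an average FPKM of at least 2. Genes of the collagen matrix were the most abundant. COL1A1 and COL1A2, the chains of type I collagen, averaged 24100 and 13284 FPKM, and COL3A1, the chain of type III collagen, averaged 12484 FPKM. VIM, an intermediate filament of mesenchymal cells, averaged 5907 FPKM. The 10 most abundant gene models of a library held between 5.29% and 24.38% of its FPKM.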

Approximately 23,000 transcripts were identified (average FPKM >0.1, Table S2). 

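Average FPKM over the 6 libraries of a depot was above 0.1 for 17177 gene models in SSAT, 17362 in BSAT, 17370 in IAT, 17466 in PCAT, 17626 in OAT and 17653 in PRAT. Of these, 16452 passed the limit in all 6 depots, and 18500 passed it in at least 1 depot. PRAT held 168 that passed it in no other depot, and PCAT held 127. BSAT, SSAT and IAT held 72, 45 and 31.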

The numbers of transcripts identified in different depots were similar (Figure 3a and Table S2).

### 2.5. Functional Divergence between Subcutaneous and Visceral Depots

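In a principal component analysis of log2(FPKM + 0.1), the first component held 34.0% of the variance and the second 12.3%. The first component followed lymphocyte genes. The 6 libraries with the highest score for B cell and plasma cell markers, such as the surface receptor MS4A1, were OAT 1, OAT 4, PRAT 2, PRAT 4, IAT 4 and PCAT 2. Their first component lay between 60.0 and 160.9, and that of the other 30 libraries did not exceed 22.7. The second component parted the fat classes with exceptions. It was positive in SAT libraries other than BSAT 3 (-14.5) and IAT 2 (-21.5), and negative in VAT libraries other than OAT 1 (20.6), OAT 4 (14.1) and PRAT 4 (19.4). Libraries of one animal resembled each other, with a mean correlation of 0.217 between depots of the same animal after removal of depot means, against -0.0387 between animals.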

Based on all the identified transcripts, SATs were generally distinguished from VATs (Figure 3b,c). 

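Genes that set the position of tissues in the embryo were among those that differed between subcutaneous and visceral fat. TBX15, a T-box factor of mesenchyme, averaged 71.9 ± 19.8 FPKM in SATs and 10.2 ± 13.4 in VATs (SD, n = 18 libraries each), a log2 fold change of 4.41 with a standard error of 0.55. TBX4, a factor of the hindlimb bud, rose by 4.75 (standard error 0.67), and SFRP4, a secreted Wnt antagonist, rose by 3.14. DLK1, which keeps preadipocytes undifferentiated, was higher in VATs, at 68.6 ± 57.3 against 3.96 ± 9.48 FPKM and a log2 fold change of -6.66 (standard error 0.72). TCF21, a marker of visceral mesenchyme, had a log2 fold change of -4.35, and a WT1 gene model had one of -4.66. Each of these genes held its direction in 6 of 6 animals. With limma, 5306 gene models had an adjusted p under 0.05, of which 1397 were higher in SATs and 3909 in VATs. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1.5, there were 341, with 148 higher in SATs and 193 in VATs. The median of all gene models was -0.13, and quantile normalization moved it by 0.117 to near 0. Among the calls, 26.3% were higher in SATs, and 55.0% under that normalization. Of the 10 ways to part the 6 depots 3 against 3, SATs against VATs gave the most calls (5306). The next gave 502, and 10 partings are too few for a share under 0.05.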

Expression analysis revealed 767 differentially expressed genes, with 228 genes upregulated in SATs and 644 genes upregulated in VATs (Figure 3d and Table S3). 

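Matrix genes were higher in SATs. COL1A1 averaged 40382 ± 24883 FPKM in SATs and 7817 ± 9616 in VATs (SD, n = 18 libraries each), a log2 fold change of 2.78. Decorin (DCN), a small proteoglycan that binds collagen fibrils, rose by 1.67, the elastic fibre protein MFAP5 by 1.73, and ADAMTS2, which trims procollagen, by 1.69. Of 36 collagens, 15 were higher in SATs and 5 lower (18 and 6 when adjusted over the list alone), and the list score was 0.55 higher (permutation test, adjusted p = 0.0012). Of 17 matrix proteoglycans, 8 were higher and 1, SPOCK2, was lower (9 and 1 when adjusted over the list alone), with a score 0.76 higher (permutation test, adjusted p = 0.0017). For 24 genes of collagen processing the numbers were 11 and 1 (11 and 2 over the list alone), and for 47 genes of elastic fibres and other glycoproteins 20 and 2 (22 and 3), both scores being higher in 6 of 6 animals. Markers of fibroblasts and adipose progenitors moved with them. Of 20, 16 were higher and 1 lower (16 and 2 when adjusted over the list alone), among them PI16 (2.37) and CXCL14 (2.53). Camera with its preset correlation called 15 of the 34 lists, a number that random groupings of the libraries also reached. With an estimated correlation only the progenitor markers passed (adjusted p = 0.044), and the collagens had an adjusted p = 0.12. The paper relates the genes upregulated in SATs to the extracellular matrix from its enrichment analysis (Figure 3e).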

Functional enrichment analysis indicated that the upregulated genes in SATs were mainly involved in the extracellular matrix (space/region) (Figure 3e and Table S4). The genes upregulated in VATs were mainly involved in immunity (Figure 3f and Table S5). In addition, we found that the 26 identified HOX paralogs (Table S6) divided the 6 AT depots into 4 clusters (Figure 3g). 

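Some T cell and NK genes were higher in VATs. CD3D, a subunit of the T cell receptor complex, averaged 175 ± 291 FPKM in VATs and 34.9 ± 69.3 in SATs (SD, n = 18 libraries each), a log2 fold change of -1.80. NCR1, an activating receptor of natural killer cells, had a log2 fold change of -1.75, and the cytotoxic cell protease CTSW one of -1.64. Of 25 T cell markers, 10 were higher in VATs and none in SATs (12 when adjusted over the list alone), and of 15 NK and cytotoxic markers 8 were (13 over the list alone). The T cell score was higher in VATs by a mean difference of -1.01 for SATs minus VATs (permutation test, adjusted p = 0.016, higher in SATs in 1 of 6 animals), and the NK score passed the same test (adjusted p = 0.0034, 0 of 6 animals). Of 19 B cell and plasma cell markers, 3 were higher in VATs and none when adjusted over the list alone. Their score difference was -0.78 (permutation test, adjusted p = 0.11), and for macrophage and monocyte markers it was 0.10 (adjusted p = 0.74). Of 22 macrophage genes, whose median log2 fold change was -0.05, 1 was higher in SATs, F13A1 (1.85), and 1 in VATs, CSF3R (-0.52), against 1 and none over the list alone. Of 31 complement and innate sensing genes, 7 were higher in VATs, among them C7 (-1.73), and 3 were lower (7 and 3 when adjusted over the list alone). The T cell score lay between 1.80 and 4.14 in the 6 libraries richest in B cell genes, 5 of them visceral, and did not exceed 1.32 in the other 30. Without these 6 libraries, a choice made after seeing the data, the T cell difference was -0.31 (permutation test, adjusted p = 0.35), the NK difference -0.51 (adjusted p = 0.039) and the B cell difference 0.017 (adjusted p = 0.95). With an estimated correlation in camera, the T cell list had an adjusted p = 0.91 and the NK list one of 0.77. The paper relates the genes upregulated in VATs to immunity (Figure 3f).

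**Figure D1:**
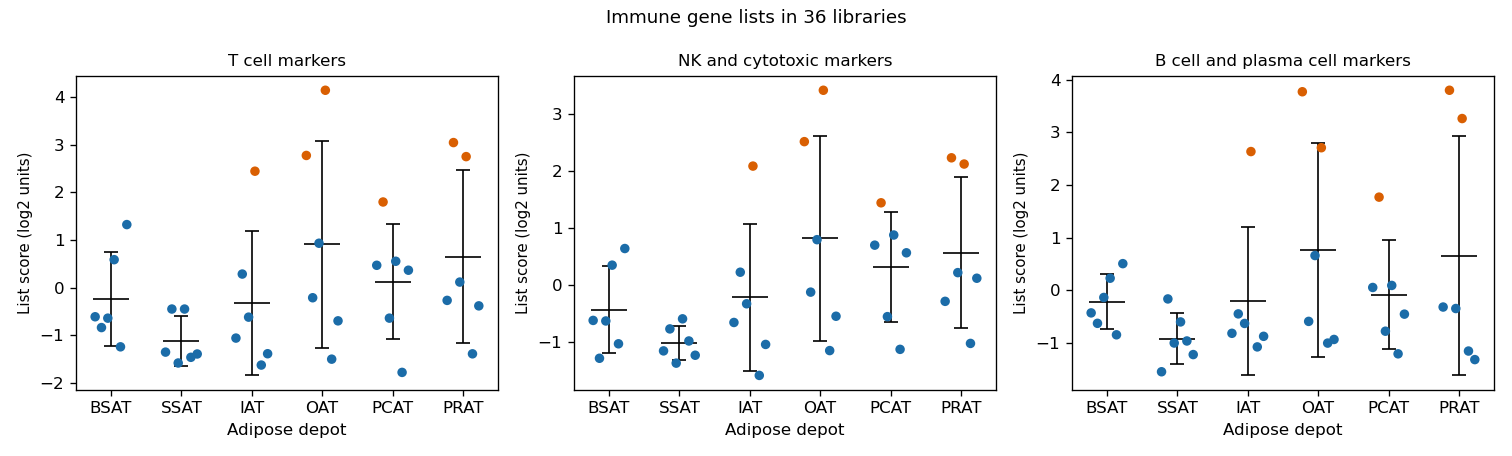
Score of 3 immune gene lists (vertical axis, log2 units) in the 6 libraries of each adipose depot (horizontal axis), with mean and SD in black. Orange points are the 6 libraries with the highest B cell score, which also have the highest T cell and NK scores, and blue points are the other 30.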

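HOX genes, which set position along the body axis, differed between depots more than other genes did. Over the 26 HOX gene models of Table S6, 2 libraries of the same depot had a mean correlation of 0.941 and 2 libraries of different depots one of 0.797. The difference of 0.144 had p = 1e-05, the smallest that 100000 permutations of depot labels within animals can give. It lay at the 99.99 percentile of 10000 random sets of gene models matched on expression. A complete-linkage tree cut into 4 clusters placed 18 libraries of BSAT, IAT and PRAT in one, the 6 SSAT libraries with OAT 1 in another, the other 5 OAT libraries in the next and the 6 PCAT libraries in the last. Its adjusted Rand index against the depots was 0.487 (permutation test, p = 0.0005, the smallest that 2000 permutations can give), and 0.220 with average linkage. Of the 24 HOX gene models above the expression limit, 16 were higher in SATs than in VATs and none was lower. VATs include PCAT, where most HOX genes were close to silent, while PRAT had the highest mean of all depots for 9 of the 24. HOX genes are a set the study chose on these samples, so this is not independent evidence. The paper takes these clusters as support for variable origins of the depots.

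**Figure D2:**
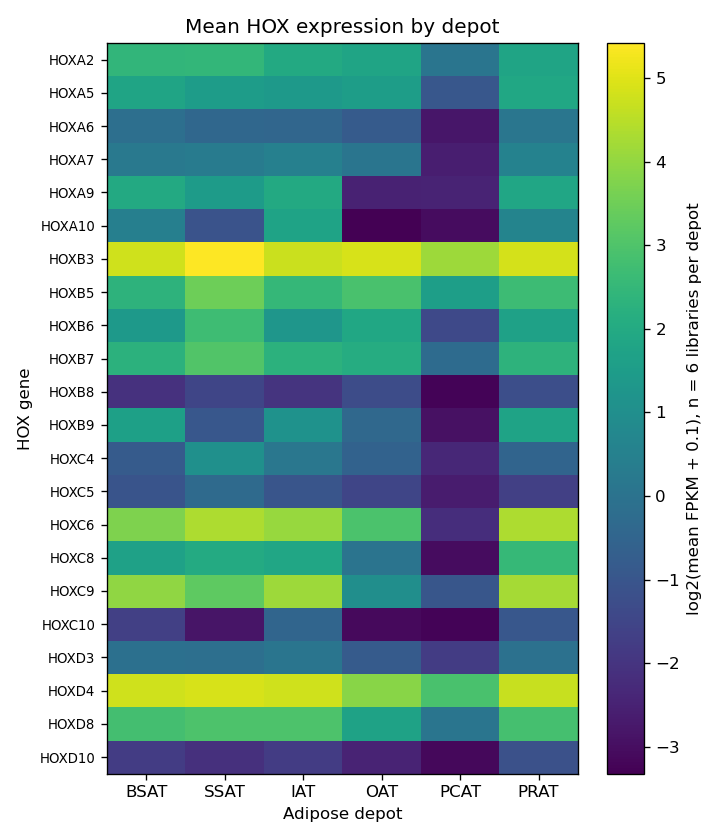
Mean expression of 22 HOX genes (vertical axis; colour, log2 of mean FPKM + 0.1, n = 6 libraries) in the 6 adipose depots (horizontal axis). PCAT is darkest in most genes of the HOXA, HOXB and HOXC clusters, and OAT is low in HOXA9 and HOXA10.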

The BSAT, IAT, and PRAT depots were clustered into one branch. 

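BSAT, IAT and PRAT had similar HOX profiles. HOXC8 averaged 5.73 ± 3.84 FPKM in PRAT against 2.30 ± 1.80 in the other depots (SD, n = 6 and 30 libraries), and HOXB9 averaged 3.27 ± 3.79 against 1.25 ± 1.36. Of the HOX gene models tested, 10 were higher in PRAT than in the other depots, 5 in BSAT and 5 in IAT, and none was lower in any of these depots. The mean of the other depots includes PCAT, where most HOX genes were close to silent, so such calls can reflect low PCAT values. HOXA7, called higher in PRAT, averaged 1.36 FPKM there, 1.30 in IAT, 1.15 in SSAT and 0.0659 in PCAT. In SSAT 12 were higher and 2 lower, and HOXC8 was higher there too (1.58) while HOXB9 was lower (-1.75). HOXA10 was highest in IAT (log2 fold change 2.95, standard error 0.28, 6 of 6 animals). The mean correlation of HOX profiles was 0.948 between BSAT and IAT, 0.946 between BSAT and PRAT and 0.949 between IAT and PRAT.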

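HOX profiles of OAT and SSAT had a mean correlation of 0.851, above that of OAT with BSAT (0.777), IAT (0.734), PRAT (0.755) and PCAT (0.770). SSAT was itself closer to BSAT (0.878), IAT (0.870) and PRAT (0.867) than to OAT. OAT libraries varied most among themselves, with a mean correlation of 0.886 and a lowest value of 0.698. In a complete-linkage tree of depot means, BSAT joined PRAT first and IAT joined that pair, SSAT joined OAT, and PCAT joined last. OAT had 4 HOX gene models lower than the other depots and none higher. HOXA9 among them averaged 0.0791 ± 0.120 FPKM in OAT against 2.82 ± 1.76 elsewhere (SD, n = 6 and 30 libraries).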

Meanwhile, the OAT and SSAT depots clustered together, then they clustered with the other three depots (BSAT, IAT, and PRAT) (Figure 3g). The PCAT depot seemed to be different from the others (Figure 3g,h).

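Most HOX genes were close to silent in PCAT. HOXC6 averaged 0.123 ± 0.221 FPKM in PCAT and 15.6 ± 7.07 in the other depots (SD, n = 6 and 30 libraries), a log2 fold change of -6.37 (standard error 0.35, limma adjusted p = 1.8e-14). HOXC9 had a log2 fold change of -4.67 and HOXC8 one of -4.55. Of the 24 HOX gene models tested, 22 were lower in PCAT and none was higher. The more abundant of the HOXB3 gene models did not pass the test (-0.77, limma adjusted p = 0.065).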

### 2.6. WGCNA Reveals the Functional Features of SSAT and PRAT Depots

To combine phenotypic differences with the internal molecular events, a WGCNA was performed by transcripts with an average FPKM >2 (approximately 10,100 transcripts). Four samples deviating from others were removed (Figure S1a) and a total of thirty-two samples (Figure 4a) were used. 

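The 32 libraries drawn in Figure 4a leave out BSAT 1, BSAT 2, SSAT 3 and IAT 1, so 14 SAT and 18 VAT libraries remain. BSAT 1 had a skeletal muscle score of 5.39, and no other BSAT library exceeded -0.028. TTN, the giant sarcomere protein, averaged 249 ± 520 FPKM in BSAT and 30.5 ± 21.2 in the other depots (SD, n = 6 and 30 libraries). In the 32 libraries, 3627 gene models differed between SATs and VATs at an adjusted p under 0.05 with limma.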

Based on the scale-free topology model fit (Figure 4b), a soft threshold with 4 was used. All the transcripts were mainly assigned to 12 modules (Figure 4c). Then, correlation analysis between 11 phenotypic traits (BSAT depot, SSAT depot, IAT depot, OAT depot, PCAT depot, PRAT depot, SAT depots, VAT depots, TG content, SFA content, and UFA content) and 12 modules was performed (Figure 4d). A total of seven modules had a significantly high correlation with one or more phenotypic traits. Combined with functional enrichment analysis, two key points were found.

The first interesting point was that both green-yellow and yellow modules had a significant correlation with the SSAT depot, SAT depots, and UFA content. 

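The genes of the matrix terms in the yellow and green-yellow modules were related to SSAT and to SATs in general. Their common level in a library was taken as the first principal component of 79 term genes, which held 62.3% of their variance over 32 libraries. Its correlation with SSAT against other libraries had Pearson's r = 0.541 (permutation p = 0.0022, adjusted p = 0.011) and Spearman's rho = 0.555 (permutation p = 0.0015, adjusted p = 0.0080). Without the 2 libraries farthest from the median, r was 0.493. With SATs against VATs r was 0.672 (permutation p = 7e-05, adjusted p = 0.00095; rho = 0.696, permutation p = 4e-05), and with PRAT it was -0.533 (permutation p = 0.0026, adjusted p = 0.011; rho = -0.520, permutation p = 0.0032). Without the 2 farthest libraries these became 0.654 and -0.453. Values were adjusted over 21 relations, and the study chose these genes on the same samples, so they are not independent evidence. Full module membership and the fatty acid contents were not used here.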

The module–trait relationships indicated that the green-yellow module, yellow module, and trait (SSAT or SAT or UFA) clustered into one branch (Figure S1b–d). Thus, the 75 genes in the green-yellow module and the 183 genes in the yellow module were merged for further functional enrichment. Genes in green-yellow and yellow modules were mainly involved in categories related to the extracellular matrix (ECM), as well as collagen, a significant constituent of the ECM [13] (Figure 4e), which were classified as candidate categories for further analysis (Table S7, labeled with red color).

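Matrix genes of these modules were higher in SSAT. Of 79 term genes, 58 were higher in SSAT than in the other depots, none was lower and 21 did not pass limma's test. Their mean was highest in SSAT for 68 genes, in IAT for 7, in BSAT for 3 and in OAT for 1. Of 15 genes of collagen fibril organization, 11 were higher (median log2 fold change 1.29), and of 10 genes of collagen trimers 6 were (median 1.40). Of 52 genes of the extracellular region, 41 were higher. The study drew these genes from modules built on the same libraries, so the counts are not independent evidence of a direction. From these categories the paper takes the matrix as the feature of both modules.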

The second key point was that three modules (purple, blue, and brown) had a significantly high correlation with the PRAT depot, VAT depots, and SFA content (Figure 4d). 

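Several genes of position and of matrix were lower in PRAT. TBX15 averaged 1.65 ± 1.14 FPKM in PRAT and 48.9 ± 33.6 in the other depots (SD, n = 6 and 30 libraries), a log2 fold change of -4.12. COL1A1 fell by 3.01 on the log2 scale, COL1A2 by 2.84, and both gene models of FNDC1, a fibronectin domain protein, by 2.78 and 2.73. TEX11, a meiosis gene, rose by 5.69 to 19.2 ± 13.6 FPKM from 0.496 ± 1.06, and NMUR1, a receptor for neuromedin U, by 2.15. Of 20 fibroblast and progenitor markers, 12 were lower in PRAT and none was higher (14 when adjusted over the list alone), with a score difference of -1.18 (exact permutation test, adjusted p = 0.013, higher in 0 of 6 animals). With an estimated correlation in camera this list had an adjusted p = 0.053. Of 46 positional factors other than HOX, 12 were lower and 1 higher (13 and 2 over the list alone), with a score difference of -0.54 (exact permutation test, adjusted p = 0.035). In all, 1345 gene models were higher in PRAT and 582 lower at an adjusted p under 0.05 with limma. Quantile normalization gave 475 higher and 645 lower, and with animal means in the replicate block there were 210. The count was 773 without animal 2, 822 without animal 3 and 797 without animal 6.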

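Genes of the citrate cycle and the respiratory chain were higher in PRAT. Of 103 genes of the brown module's terms, 87 were higher in PRAT than in the other depots, 1 was lower and 15 did not pass limma's test, and 95 had their highest mean there. All 10 genes of the tricarboxylic acid cycle term were higher (median log2 fold change 0.48), as were 46 of 53 genes of the mitochondrial inner membrane, 11 of 15 of the large mitochondrial ribosomal subunit and 14 of 17 with ATPase activity. The first principal component of the term genes had r = 0.670 with PRAT (permutation p = 9e-05, adjusted p = 0.00095) and rho = 0.616 (permutation p = 0.00027, adjusted p = 0.0019), and r = 0.520 without the 2 farthest libraries. The study picked these genes on the same libraries, so they are not independent evidence.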

Functional enrichment showed that genes in the brown module were mainly associated with the tricarboxylic acid cycle, mitochondria, and ATP (Figure 4f; Table S8, labeled with red color). 

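Genes of fatty acid breakdown had their highest mean in PRAT, and few passed the test. Of 110 genes of the blue module's terms, 93 had their highest mean in PRAT, and 17 were higher there at an adjusted p under 0.05 with limma, none lower. Of 23 genes of fatty acid beta-oxidation, 3 were higher, of 21 genes of fatty acid degradation 3, and of 23 peroxisomal genes none. The first principal component of the term genes had r = 0.329 with PRAT (permutation p = 0.052, adjusted p = 0.14) and rho = 0.286 (permutation p = 0.10, adjusted p = 0.22). Without the 2 farthest libraries r was 0.0925. With quantile normalization r was 0.234 (adjusted p = 0.41 by permutation), and 0.418 without the 2 farthest libraries. These genes were chosen by the study on the same samples.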

Many categories related to FA beta-oxidation, degradation and metabolism, and mitochondria were enriched in the blue module (Figure 4g; Table S9, labeled with red color). Thus, related categories were classified as candidate items used for further analysis (Table S9, labeled with red color). No significant items were identified by the 76 genes in the purple module.

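Immune genes in OAT were uneven between animals. CD3D averaged 296 ± 451 FPKM in OAT and 66.8 ± 121 in the other depots (SD, n = 6 and 30 libraries), with a log2 fold change of 1.61 that did not pass limma's test (adjusted p = 0.33). MS4A1 averaged 117 ± 185 against 39.2 ± 105 FPKM (limma adjusted p = 0.41). None of 25 T cell, 19 B cell, 15 NK or 22 macrophage markers passed the test in OAT, nor any when adjusted over the list alone. The T cell score was 1.01 higher (exact permutation test, adjusted p = 0.44, higher in 3 of 6 animals), and 0.15 higher without the 6 libraries richest in B cell genes, of which OAT 1 and OAT 4 are 2.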

Turquoise had a significant correlation with VCF; few items associated with immunity were identified (Table S10, marked with red color, 8/386). The pink module had a significantly high correlation with the PCAT depot, VAT depots, and SFA content; the red module was correlated with the PCAT depot (Figure 4d). However, functional enrichment identified only 1 significant item (GO:0005515~protein binding) by the 128 genes in the pink module and only 2 items (GO:0016324~apical plasma membrane and GO:0098793~presynapse) in the red module (Table S11), which did not present valuable information for the PCAT depot, VAT depots, or SFA content. Thus, we did not pay further attention to the pink and red modules.

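Mesothelial and nerve sheath markers were higher in PCAT. GATA4, a cardiac and mesodermal factor, averaged 8.88 ± 1.98 FPKM in PCAT and 0.0161 ± 0.0440 in the other depots (SD, n = 6 and 30 libraries), a log2 fold change of 6.31 (standard error 0.17, limma adjusted p = 1e-23). TCF21 rose by 5.05, and DLK1 rose by 5.00. DMRT2 fell by 5.67 on the log2 scale. Of 7 cardiac muscle markers 1 was higher (1 when adjusted over the list alone), and their score did not pass (0.42 higher, exact permutation test, adjusted p = 0.25). Of 21 mesothelial markers, 13 were higher and none was lower (16 when adjusted over the list alone), and their score was 2.32 higher (exact permutation test, adjusted p = 0.023, 5 of 6 animals). PCAT 2 and PCAT 4 stood above the rest, with scores of 4.24 and 4.61 against -0.63 to 1.54 in the other 4 PCAT libraries. Of 17 nerve and Schwann cell markers, 7 were higher and none was lower (7 over the list alone), with a score 1.06 higher (exact permutation test, adjusted p = 0.00073, 6 of 6 animals). SOX10, the Schwann cell factor, averaged 23.8 ± 9.92 against 4.29 ± 4.50 FPKM. In camera with an estimated correlation the nerve list had an adjusted p = 8.1e-05 and the mesothelial list one of 0.10. In all, 576 gene models were higher in PCAT and 178 lower with limma. The total was 379 among gene models with an average FPKM of at least 2, and 413 without animal 6.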

### 2.7. Screening and Expression of Core Genes

To reveal the key genes responsible for the ECM-associated regulatory network in green-yellow and yellow modules and for the regulatory network associated with FA degradation and metabolism in brown and blue modules, expressional profiles of genes involved in the candidate items (Tables S7–S9) were analyzed across the six AT depots. Based on the RNA sequencing, most genes involved in the candidate items in green-yellow and yellow modules are upregulated in the SSAT depot, especially the *VCAN* gene (Figure 5a). 

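VCAN, the large proteoglycan versican, averaged 3270 ± 2296 FPKM in SSAT (SD, n = 6 libraries). The next depots were IAT at 1400 ± 825 and BSAT at 1024 ± 541, and PRAT was lowest at 249.8 ± 162.9. Its log2 fold change in SSAT against the other depots was 2.19 (standard error 0.38, adjusted p = 0.00045 from limma, 6 of 6 animals). FMOD, the collagen-binding proteoglycan fibromodulin, averaged 642 ± 505 FPKM in SSAT and 83.6 ± 82.8 in the other depots (log2 fold change 3.23, standard error 0.52, 6 of 6 animals). Biglycan (BGN) rose by 1.80 and epiphycan (EPYC) by 1.65. The spread between SSAT libraries was wide, with VCAN from 1034 to 7110 FPKM.

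**Figure D3:**
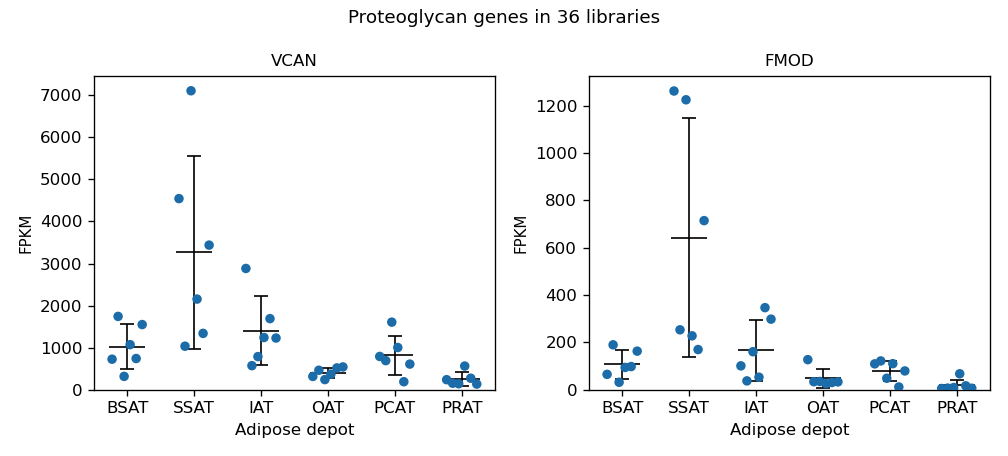
FPKM of VCAN and FMOD (vertical axes) in the 6 libraries of each adipose depot (horizontal axes), with mean and SD in black. SSAT has the highest mean of both genes and the widest spread.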

A qRT-PCR analysis further confirmed the high expression of the top two genes (*VCAN* and *FMOD*) in the SSAT depot (Figure 5b,c). The *VCAN* gene is involved in the GO:0031012~extracellular matrix and GO:0005576~extracellular region and the *FMOD* gene is involved in GO:0030199~collagen fibril organization and GO:0005615~extracellular space (Table S12). 

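Over the 32 libraries of the network, the correlation of VCAN with the other 78 matrix term genes of the yellow and green-yellow modules had a median of 0.742, and 66 of them exceeded 0.5. FMOD had a median of 0.691, with 69 above that value. After the depot means were removed, the medians were 0.531 and 0.481. None of 10000 random lists of gene models of the same size gave medians as high. Genes of 1 module are chosen for their correlation, so the medians are not independent evidence.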

A co-expression network indicated that both *VCAN* and *FMOD* interact with many other genes associated with the ECM (Figure S2a).

Similarly, most genes involved in the candidate items of the brown module have the highest expression levels in the PRAT depot, especially the HSPD1 and LDHB genes (Figure 5d). 

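HSPD1, the mitochondrial chaperonin, averaged 741 ± 141 FPKM in PRAT, above OAT at 540 ± 94.9 and PCAT at 515 ± 72.7, with SSAT lowest at 273 ± 55.2 (SD, n = 6 libraries). Its log2 fold change in PRAT against the other depots was 0.92 (standard error 0.13, adjusted p = 0.00014 from limma, 6 of 6 animals). LDHB, a lactate dehydrogenase subunit, averaged 597 ± 265 FPKM in PRAT against 300.1 ± 89.9 in the other depots (log2 fold change 0.94, standard error 0.19, 6 of 6 animals). The difference in HSPD1 also held between the fat classes, at -0.89 for SATs minus VATs (standard error 0.12). From the profiles of Figure 5d, the paper takes HSPD1 and LDHB as the key genes of this module.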

The high expression of *HSPD1* and *LDHB* in PRAT were further identified by qRT-PCR (Figure 5e,f). The *HSPD1* is involved in four categories of mitochondrial components and ATP while the *LDHB* gene is associated with mitochondrial inner membrane and metabolic pathways (Table S12). The co-expression network indicated that *HSPD1* has complex interactions with many other genes involved in the mitochondrial inner membrane/matrix and ATP binding/enzymatic activity (Figure S2b); the *LDHB* presents complex interactions with many genes involved in bta01100 metabolic pathways (Figure S2c) and the GO:0005743~mitochondrial inner membrane (Figure S2d). 

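HSPD1 had a median correlation of 0.735 with the other 102 term genes of the brown module over 32 libraries, and 95 of them exceeded 0.5. LDHB had a median of 0.767. With depot means removed, the medians were 0.578 and 0.612, so the relation held among libraries of one depot too. The lowest correlations were -0.602 for HSPD1 and -0.623 for LDHB. The paper picked these genes from a module built on the same libraries.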

Meanwhile, *GPD1* and *HADHA*, which are involved in the blue module, have the highest expression in PRAT (Figure 5g). 

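GPD1, glycerol-3-phosphate dehydrogenase, averaged 2059 ± 1725 FPKM in PRAT, 1448 ± 885 in PCAT and 536 ± 121 in SSAT (SD, n = 6 libraries). Its log2 fold change in PRAT against the other depots was 0.95 (standard error 0.57, adjusted p = 0.29 from limma, 4 of 6 animals). HADHA, a subunit of the mitochondrial trifunctional protein of beta-oxidation, averaged 1865 ± 873 FPKM in PRAT and 1411 ± 487 in PCAT. Its log2 fold change was 0.52 (standard error 0.25, limma adjusted p = 0.18, 4 of 6 animals). GPD1 spanned 133 to 4419 FPKM in PRAT. PRAT 2 and PRAT 4, which are among the 6 libraries richest in B cell genes, were the lowest of PRAT for both genes (561 and 133 FPKM for GPD1, 964 and 647 for HADHA). Without these 6 libraries, a choice made after seeing the data, the log2 fold changes were 1.82 and 0.94 (limma adjusted p = 0.019 and 0.0045). Leaving out PRAT 2 and PRAT 4 had to raise the mean of PRAT, so these larger differences are not independent evidence.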

*GPD1* is involved in the bta00564: glycerophospholipid metabolism pathway and the *HADHA* gene is associated with nine categories, which mainly included FA metabolic (Table S12). Both *GPD1* and *HADHA* present considerable associations with other genes in the corresponding items (Figure S2e,f).

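GPD1 had a median correlation of 0.797 with the other 109 term genes of the blue module, and HADHA one of 0.839, over 32 libraries. With depot means removed they were 0.826 and 0.866. In both cases more than 100 of the genes exceeded 0.5, and the lowest values were -0.686 for GPD1 and -0.719 for HADHA.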

## 3. Discussion

ATs in different depots can be different in cell morphology, composition, and biological function. This study characterizes the cellular and molecular properties, as well as the function and metabolism features, of ATs from six discrete locations in river buffaloes, including three SAT depots and three VAT depots. Data in the present study support that (1) SAT depots have a larger cell volume than VAT depots, indicating that SAT is better developed than VAT; (2) the SSAT depot is significantly different from other AT depots in composition and function, which may be a specific depot in river buffaloes; (3) PRAT is more active in FA oxidation for energy supply; (4) SATs, especially the SSAT, is mainly associated with the ECM and VATs are mainly associated with immunity; (5) simply dividing ATs into the groups SAT and VAT is not enough to characterize existing variation.

It is known that adipose development can be affected by gender. In the present study, no significant differences were found in cell size or in FA and crude fat content between male and female individuals (data were not shown). This may be due to the small sample size (three male and three female individuals). Thus, the samples were not grouped according to gender. However, some interesting results were still revealed by ignoring gender in the present study.

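No gene model passed an adjusted p of 0.05 between 3 male and 3 female animals in limma on the means of each animal's 6 depots, and 478 had an unadjusted p under 0.05. A fit with animal as a random effect called 6 higher in males and 10 higher in females. Genes with the smallest p, all chosen after their values were seen, included the lymphatic vessel receptor LYVE1 (log2 fold change -0.98 for males minus females, limma adjusted p = 0.61) and the oxidase AOX2 (-3.86, adjusted p = 0.61). The difference between SATs and VATs did not pass the test between the sexes either, with 613 gene models at an unadjusted p under 0.05. The sample labels give Nili-Ravi as the breed of the females and Murrah as that of the males, while Table S13 gives Murrah for all 6 animals. If the labels hold, sex and breed cannot be told apart here. In simulated data of this design, 78% of changes of 4-fold were recovered, and 48% of changes of 1 on the log2 scale. There 200 gene models with a mean FPKM of at least 1 were changed. With fewer changed, the adjusted p is harder to pass, so these rates may be too high for the real data.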

### 3.1. SAT Depots Have a Larger Cell Volume Than VAT Depots

Generally, the development of AT after birth is mainly characterized by the increased volume of adipocytes. In other words, the volume of adipocytes indicates the level of maturity in ATs. In animals, AT preferentially deposits in subcutaneous depots then in visceral depots; intermuscular AT deposition is the last and the most difficult. Previous studies have shown that the cell volume of adipocytes in different depots can be variable in pigs [4,14] and cattle [6,15]. The SAT depots generally have larger adipocyte volumes than those in VAT depots [4,14]; the intermuscular AT has a smaller cell volume than those in other AT depots [4,6]. Similarly, in river buffaloes, our data showed that PRAT has the smallest adipocyte volume, followed by OAT, and the other four SAT depots have the largest adipocyte volumes (Figure 1c). These results indicate that excess energy is easier to store in the form of lipid droplets in SATs and PCAT than in PRAT and OAT, which was also confirmed by the following WGCNA and functional enrichment. PRAT had a significantly high correlation with FA beta-oxidation and degradation, tricarboxylic acid cycle, and energy metabolism (Figure 4d,g). 

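Respiratory chain and citrate cycle genes were higher in PRAT, and most beta-oxidation genes did not pass the test. Of 61 oxidative phosphorylation subunits, 38 were higher in PRAT than in the other depots and none was lower (50 when adjusted over the list alone), with a score 0.38 higher (exact permutation test, adjusted p = 0.0015, 6 of 6 animals). NDUFA4, a subunit of cytochrome c oxidase, averaged 23.5 ± 4.86 FPKM against 13.0 ± 3.84 (SD, n = 6 and 30 libraries), a log2 fold change of 0.87. SDHB, of succinate dehydrogenase, rose by 0.70. Of 63 mitochondrial ribosomal proteins, 36 were higher and none was lower (48 and 1 over the list alone), and of 24 citrate cycle genes 18 were (22 over the list alone). Of 43 beta-oxidation genes, 6 were higher (6 over the list alone), among them ACADVL (0.77) and SLC25A20 (0.67), and the score was 0.25 higher (exact permutation test, adjusted p = 0.26, 4 of 6 animals). Without the 6 libraries richest in B cell genes, PRAT 2 and PRAT 4 included, that score was 0.55 higher (exact permutation test, adjusted p = 0.013, 4 of 4 animals), as tried after seeing the data. PRAT 2 and PRAT 4 had the lowest beta-oxidation scores of PRAT (-0.10 and -0.58). Leaving them out had to raise the mean of PRAT, so the larger difference is not independent evidence. With an estimated correlation in camera, oxidative phosphorylation and mitochondrial ribosomal proteins had an adjusted p = 0.063 each and the citrate cycle one of 0.15. With quantile normalization 19 of the oxidative phosphorylation subunits were called, and with animal means in the replicate block 4 were.

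**Figure D4:**
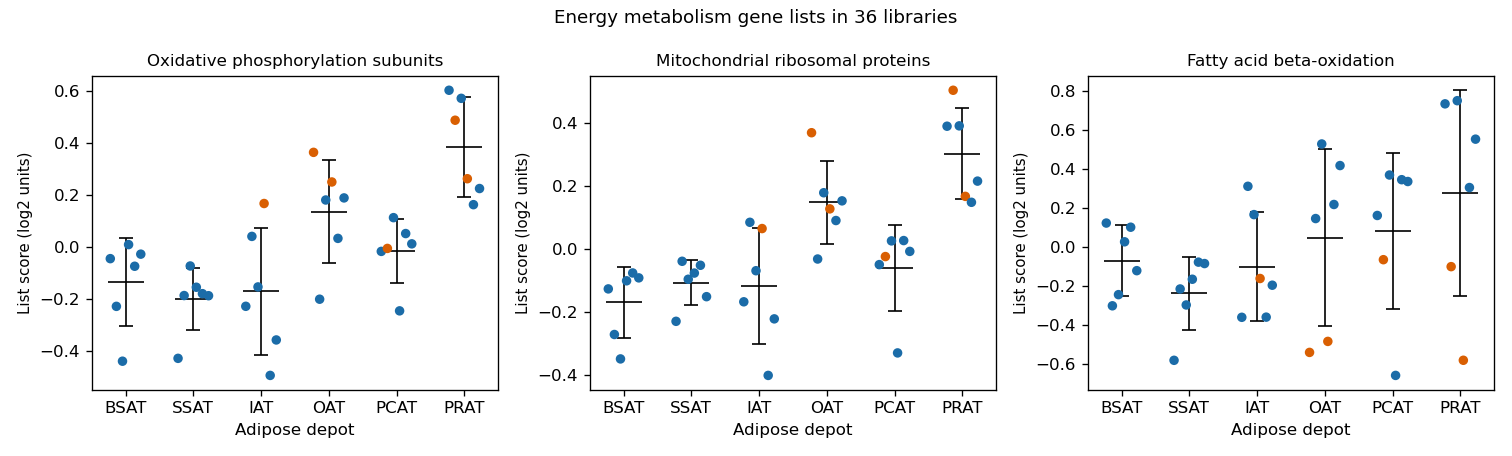
Score of 3 lists of energy metabolism (vertical axes, log2 units) in the 6 libraries of each adipose depot (horizontal axes), with mean and SD in black. PRAT has the highest mean of all 3, and orange points are the 6 libraries with the highest B cell score.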

In PRAT, more FAs and TGs are used to produce ATP, resulting in fewer lipid droplets. Thus, the adipocyte volume is smaller in PRAT. 

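Over the 32 libraries, the first principal component of the brown module's term genes had r = 0.244 with OAT (permutation p = 0.23, adjusted p = 0.36; rho = 0.347, permutation p = 0.082), and 0.393 without the 2 farthest libraries. It had r = -0.258 with BSAT, -0.270 with IAT, -0.114 with PCAT and -0.356 with SSAT, of which none passed the adjustment over 21 relations by r. For SSAT, rho was -0.452 (permutation p = 0.013, adjusted p = 0.044). It did not pass with all 36 libraries (rho = -0.409, permutation test, adjusted p = 0.081) or with quantile normalization (rho = -0.303, permutation test, adjusted p = 0.29). None of 61 oxidative phosphorylation subunits passed limma's test in OAT against the other depots, and the score was 0.09 higher there (exact permutation test, adjusted p = 0.61, 4 of 6 animals).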

OAT also had a considerable positive association with the brown module whereas the other four AT depots show a negative association with the brown module (Figure 4d).

### 3.2. SSAT Is Significantly Different from ATs in Other Depots

Adipocytes are the main cellular component of AT and store energy in the form of TG droplets [16]. Our data showed that SAT depots, except for SSAT, have a higher TG content than the VAT depots (Figure 1d). Except for SSAT, ATs in other depots have similar crude fat content (Figure 1e). WGCNA reveals that SSAT is associated with the ECM (Figure 4d,e). 

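Some matrix genes were higher in SSAT than in the other depots. VIT, a matrix protein with von Willebrand domains, averaged 159 ± 99.4 FPKM in SSAT and 13.3 ± 21.6 in the other depots (SD, n = 6 and 30 libraries), a log2 fold change of 4.81. BMP5, a bone morphogenetic protein, rose by 3.06, and the collagen chain COL21A1 by 2.02. DLK1 fell by 6.41 on the log2 scale to 0.0328 ± 0.0528 FPKM, and the beta adrenergic receptor ADRB1 by 2.58. Of 17 matrix proteoglycans 8 were higher in SSAT (10 when adjusted over the list alone), of 47 elastic fibre and other glycoproteins 18 with 1 lower (24 and 3 over the list alone), and of 24 collagen processing genes 7 (11 over the list alone). The scores of these lists were 0.97, 0.75 and 0.60 higher (exact permutation test, adjusted p = 0.041 for each, 6 of 6 animals), and with quantile normalization each had an adjusted p = 0.0503, which did not pass. With an estimated correlation in camera these lists had an adjusted p of 0.14, 0.17 and 0.19. Of 20 fibroblast and progenitor markers, 11 were higher and 1 lower (14 and 2 over the list alone), and the score did not pass (1.09 higher, exact permutation test, adjusted p = 0.053, 6 of 6 animals; 0.17 in camera with an estimated correlation). Of 36 collagens, 11 were higher and 1 lower (15 and 4 over the list alone), with a score 0.43 higher (adjusted p = 0.13 from the same permutation test, 0.26 in camera with an estimated correlation). The T cell score did not pass (-1.23, exact permutation test, adjusted p = 0.072), and none of 25 T cell markers was called, nor any over the list alone. Of all gene models, 690 were higher and 925 lower with limma, and with quantile normalization 1069 were higher and 450 lower. The total was 2746 without the 6 libraries richest in B cell genes, 391 without animal 3 and 381 without animal 6.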

Further expression profile analysis confirmed that many ECM-related genes are upregulated in SSAT (Figure 5a). Two significant proteoglycans in the ECM, VCAN and FMOD [17,18,19], are most abundant in SSAT (Figure 5a). Thus, the ECM is abundant in the SSAT depot, which results in a lower content of TG and crude fat. Meanwhile, the relaxed environment in the SSAT depot makes the fat deposition easier. Therefore, SSAT is abundant in river buffaloes. In addition, the cell morphology was incomplete in SSAT in the paraffin section while it was normal in other depots, which was partly due to the high content of the ECM. The ECM contains a large amount of collagen and proteoglycan, which form a highly ordered supra-macromolecular structure. As result, the ECM plays a vital role in nutrition and the protection of cells [12]. In addition, the ECM has many signal molecules that actively participate in the control of cell growth, polarity, shape, migration, and metabolic activities [13]. These results indicate that SSAT is not a simple AT, and biological functions need to be further explored.

AT is an important source of energy in the human diet. AT can have positive or negative effects on human health depending on FA composition [20]. It is well known that UFAs have a positive effect on human health, whereas SFAs do not. FA composition in various AT depots can be different [8,9,21]. Compared with VAT depots, SAT depots generally have a higher UFA content and a lower SFA content [8,9,16,21]. Our data also show that the UFA content in SAT depots (SSAT, BSAT, and IAT) is higher than that in VAT depots (OAT, PCAT, and PRAT) (Figure 2i). The UFA content is lower than the SFA content in all AT depots except for the SSAT depot (Figure 2j,k). The difference between AT depots in FA content is further supported by WGCNA. Both SAT (especially the SSAT depot) and UFA content had a positive correlation with yellow and green-yellow modules (Figure 4d). By contrast, both VAT (especially PRAT or PCAT depot) and SFA have a significant positive correlation with four modules, especially the brown module (Figure 4d). The brown module is significantly associated with FA β-oxidation (Figure 4g). Thus, the high UFA content in SSAT may be attributed to the abundant ECM, which protects FA from β-oxidation and results in high UFA accumulation in SSAT. Previous studies have indicated the metabolic protection of the ECM [10,11]. These results indicate that SSAT is more beneficial for human health than ATs in other depots.

### 3.3. PRAT Is Active in FA Oxidation for Energy Supply

As previously mentioned, excess energy can be stored in adipocytes mainly in TG droplets [16]. Our data indicate that PRAT is more active in FA β-oxidation, FA degradation, and metabolism (Figure 4f,g). TGs can be used for lipolysis to produce free FAs in the cytoplasm. Then, free FAs combine with CoA to form FA-CoA, which can be transported into mitochondria for oxidative decomposition to produce ATP [22]. Correspondingly, a large number of categories of mitochondria, tricarboxylic acid cycle (TAC cycle), and ATP were identified in brown and blue modules and were significantly associated with PRAT (Figure 4d,f,g). The heat shock protein 60 (*HSP60*, also known as *HSPD1*), a vital gene in maintaining mitochondrial morphology and regulating the oxidative phosphorylation in mitochondria [23,24], is the most abundant gene expressed in ATs and is significantly upregulated in PRAT (Figure 5d,e). In addition, the PRAT depot has a smaller cell size, which also indicates that TGs stored in here are more active in lipolysis and oxidation.

A previous study indicated that beige adipocytes are more active in VAT depots, especially in PRAT [25]. One pathway, thermogenesis (bta04714), was enriched in the brown module (Figure 4f), which had the most significant association with PRAT, followed by OAT (Figure 4d). 

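Of 33 genes of the thermogenesis pathway in the brown module, 29 were higher in PRAT than in the other depots and 1 was lower (median log2 fold change 0.48), and 31 had their highest mean there. Of 16 markers of brown and beige adipocytes fixed beforehand, none passed limma's test in PRAT, nor when adjusted over the list alone. Their score was 0.15 higher (exact permutation test, adjusted p = 0.61, 4 of 6 animals). CIDEA, a lipid droplet protein of brown fat, averaged 513 ± 455 FPKM in PRAT and 325 ± 247 in the other depots (SD, n = 6 and 30 libraries).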

Some known thermogenesis-associated genes (also known as brown or beige adipocyte markers), such as *UCP1*, *PRDM16*, and *TMEM26* [26,27], are expressed in VATs (Figure S3). In addition, hormone-sensitive lipase (*LIPE*, also known as *HSL*), a rate-limiting enzyme for lipolysis [28], had the highest expression level in PRAT (Figure S3). Therefore, our data support that PRAT is more active in energy metabolism. Nevertheless, more evidence is necessary to support this conclusion, as lipid oxidation and the number of mitochondria are generally limited in ATs.

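UCP1, the uncoupling protein of brown fat, averaged 0.449 ± 0.707 FPKM in VATs and 0.0280 ± 0.0418 in SATs (SD, n = 18 libraries each), a log2 fold change of -1.33 for SATs minus VATs (standard error 0.36, adjusted p = 0.0056 from limma). It was higher in VATs in 6 of 6 animals, at levels close to the limit of 0.1 FPKM. The beige marker TMEM26 averaged 66.8 ± 38.9 FPKM in VATs and 37.9 ± 21.2 in SATs (log2 fold change -0.88, standard error 0.32, limma adjusted p = 0.033). PRDM16, a regulator of brown fat, averaged 12.3 ± 5.76 and 8.12 ± 2.09 FPKM (log2 fold change -0.46, limma adjusted p = 0.082). PRDM16 was highest in PCAT, at 18.5 ± 3.86 FPKM (log2 fold change 1.16 against the other depots, standard error 0.22, 6 of 6 animals).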

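LIPE averaged 824 ± 544 FPKM in PRAT, 549 ± 200 in BSAT, 539 ± 394 in OAT, 500.2 ± 203.3 in IAT, 460 ± 286 in PCAT and 395 ± 184 in SSAT (SD, n = 6 libraries). Its log2 fold change in PRAT against the other depots was 0.29 (standard error 0.68, adjusted p = 0.82 from limma, 4 of 6 animals). Levels in PRAT ran from 21.3 to 1343 FPKM. The lowest were PRAT 4 and PRAT 2 (258 FPKM), 2 of the 6 libraries richest in B cell genes, which also had the lowest adipocyte identity scores of PRAT (-2.46 and -0.67). Without these 6 libraries, a choice made after seeing the data, the log2 fold change was 1.31 (limma adjusted p = 0.076). Leaving out PRAT 2 and PRAT 4 had to raise the mean of PRAT, so this is not independent evidence. Of 17 genes of lipolysis, PRKAR2B, a regulatory subunit of protein kinase A, was the 1 higher in PRAT (1.07, also 1 when adjusted over the list alone), and the list score did not pass (0.25, exact permutation test, adjusted p = 0.61).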

### 3.4. Characterizing Adipose Tissue into Subcutaneous Fat and Visceral Fat Is Not Enough

Previous studies on transcriptional comparisons of AT depots have indicated that SAT is mainly associated with the ECM whereas VAT is closely linked to immunity in pigs [10,29], humans, and rodents [12,30]. In the present study, a comparison between SAT and VAT also supports this view (Figure 3e,f). However, further research indicates that dividing ATs into SAT and VAT is not enough [12] and ATs in different discrete locations should be considered as separate mini-organs [11,31]. In this study, WGCNA reveals two modules (yellow and green-yellow) associated with the ECM (Figure 4e, Table S7). Both yellow and green-yellow modules have a high correlation with SAT (Figure 4d), consistent with previous studies [10,12,29,30]. However, a high positive correlation was only identified with the SSAT depot. Correlations between yellow and green-yellow modules and the other two SAT depots (BSAT and IAT) were low. 

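Some position genes differed between BSAT or IAT and the other depots, while the score of positional factors other than HOX did not pass (0.21 and 0.38 higher, exact permutation test, adjusted p = 0.88 and 0.64). In BSAT, TBX15 rose by 2.80, the neuronal adhesion gene ASTN1 by 4.25 and DMRT2 by 2.97, and BMPER, a regulator of bone morphogenetic proteins, fell by 4.16 on the log2 scale. In IAT, TBX4 averaged 72.2 ± 30.9 FPKM against 9.58 ± 20.6 (SD, n = 6 and 30 libraries), and PITX1, another hindlimb factor, rose by 3.32. Of 17 matrix proteoglycans none passed limma's test in BSAT or in IAT (none in BSAT and 1 in IAT when adjusted over the list alone). Their scores differed by 0.0028 in BSAT and 0.40 in IAT (exact permutation test, adjusted p = 0.99 and 0.74). The matrix terms of the yellow and green-yellow modules had r = 0.100 with BSAT (permutation p = 0.54, adjusted p = 0.68; rho = 0.143, permutation p = 0.43) and 0.286 with IAT (permutation p = 0.090, adjusted p = 0.21; rho = 0.266, permutation p = 0.12). Without the 2 farthest libraries these were 0.108 and 0.321. In BSAT 93 gene models were higher and 263 lower, and in IAT 24 and 8. Without BSAT 1, the library rich in muscle genes, 183 were called in BSAT. That total was 88 to 159 without animal 1, 2, 3 or 6, and the total for IAT was 14 without animal 6.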

Four modules (brown, blue, pink, and turquoise) had a significant positive correlation with VAT (*p* <0.05), but few items associated with immunity were identified in the turquoise module (Table S10). The turquoise module had variable correlations with the three VAT depots (OAT, PCAT, and PRAT). The highest correlation was identified with OAT (Figure 4d), supporting the likelihood that OAT has a stronger inflammatory response than other VAT depots [10]. 

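SLIT2, a guidance ligand, averaged 56.4 ± 18.5 FPKM in OAT and 10.6 ± 6.79 in the other depots (SD, n = 6 and 30 libraries), a log2 fold change of 2.62. BMPER rose by 2.95 and the WT1 gene model by 3.78, while EN1, a homeobox factor, fell by 4.11 on the log2 scale. Chemokines and their receptors had a score 0.28 higher in OAT (exact permutation test, adjusted p = 0.50, 3 of 6 animals), and complement and innate sensing genes one 0.21 higher (adjusted p = 0.50). In all, 59 gene models were higher and 79 lower with limma. The total was 583 without animal 2, 45 without animal 6, 356 with the replicate block and 13 with animal means in that block.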

All these results support that ATs in multiple depots are different from each other in biological function.

Our findings support that ATs in different depots have variable origins. The homeobox genes are well known to mediate the major transitions in the metazoan body plan [32]. 

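Over all 17688 gene models, 2 libraries of the same depot had a mean correlation of 0.954 and 2 libraries of different depots one of 0.944. The difference of 0.0093 had p = 1e-05, the smallest that 100000 permutations of depot labels within animals can give. A tree cut into 4 clusters had an adjusted Rand index of 0.214 against the depots. The number of gene models that passed limma's test between a pair of depots ran from 1 between BSAT and IAT to 3694 between SSAT and PRAT. It was 21 between OAT and PRAT, 18 between SSAT and IAT and 34 between BSAT and SSAT. Pairs of a SAT and a VAT depot ran from 168 to that highest number, and PCAT differed from OAT in 198 and from PRAT in 544.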

Based on all the identified genes, the six AT depots cannot be distinguished from each other in the present study (Figure 3c). Interestingly, the 26 identified homeobox genes divided the 6 AT depots into 4 clusters (Figure 3g). The visceral PRAT is close to the subcutaneous BSAT and IAT while it is distinguishable from the visceral OAT and PCAT (Figure 3g). Similarly, a recent study showed that the visceral retroperitoneal AT was distinguishable from the other two VATs (including the OAT) that are clustered more closely with SATs in pigs [10]. Our data indicate that the subcutaneous SSAT is distinguishable from the congeneric BSAT and IAT (Figure 3g), which is not consistent with that in pigs [10]. The visceral PCAT is the most dissimilar from the other five depots (Figure 3g), suggesting that PCAT is different from other depots in origin. These results support the likelihood that ATs in multiple discrete locations originate from different progenitor lines during development [33,34].

In conclusion, this study characterizes the cellular and molecular properties and the function and metabolism features of ATs from six discrete locations in river buffaloes. The present study further supports some previous views and has new findings, which are significant for the regulation of fat deposition and provide new insights into the features of AT depots in multiple discrete locations.

## 4. Materials and Methods

### 4.1. Sample Preparation

A total of 6 river buffaloes (approximately 20 months old) were used. All animals were raised in the Buffalo Research Institute of the Chinese Academy of Agricultural Sciences (Nanning, Guangxi, China) according to a standard feeding and management procedure. Briefly, calves were mainly fed with milk until 3 months old. From 4 to 6 months old, calves were mainly fed with concentrated feed and a small amount of high-quality coarse feed. From 7 to 20 months old, buffaloes were mainly fed with coarse feed and supplemented with concentrated feed. Male and female individuals were raised separately at 10 months old. Details on the age, breed, sex, and weight are presented in Table S13. For each individual, ATs in six depots were sampled, including three SAT depots (BSAT, SSAT, and IAT) and three VAT depots (OAT, PCAT, and PRAT). The BSAT was sampled between 12th and 13th ribs. All the samples were immediately obtained after slaughter. For histology analysis, fresh adipose (1 cm × 0.5 cm × 0.5 cm) was fixed with 4% formaldehyde. For other assays, adipose tissue was stored in liquid nitrogen.

### 4.2. Histology of Adipose Tissue

All the 36 AT samples were used for histology analysis according to a previous study [25]. Briefly, the fixed sample was embedded in paraffin, sliced at a 4 µm thickness, stained with H&E, and imaged with a Nikon Eclipse Ci series microscope equipped. For each sample, three visual fields were captured for cell counting by ImageJ 1.48v software.

### 4.3. Triglyceride Measurements

The TG content of each sample was determined by a Triglyceride Kit (Applygen Technologies Inc., Beijing, China) according to the manufacturer’s protocol [35], including sample preparation and lysis and TG determination. For each sample, a total of 50 mg of tissue was used.

### 4.4. Fatty Acid Analysis

Crude fat was extracted from AT using an acid hydrolysis–petroleum ether extraction method. For each sample, a total of 60 mg of crude fat was dissolved by 5 mL of isooctane. Then, 200 μL of methanol potassium hydroxide was added and shaken violently for 30 s. When the liquid became clear, 1 g of sodium bisulfate was added and shaken again to neutralize the potassium hydroxide. Then, the supernatant was transferred to an auto-sample vial after salt precipitation. The fatty acid methyl ester was analyzed using a gas chromatograph (GC6890, Agilent, HP, USA). The reference standard was purchased from ANPEL. The percentage of a certain fatty acid was calculated according to the following formula:

$$Yi=\frac{\mathrm{As}\times F_{{\mathrm{FAME}}_{i}-FA_{i}}}{\sum A_{Si}\times F_{{\mathrm{FAME}}_{i}-FA_{i}}}$$

*Y_i_*—the percentage of a certain fatty acid in the sample, %;

*A_Si_*—peak area of each fatty acid methyl ester in the sample;

$F_{{\mathrm{FAME}}_{i}-FA_{i}}$—conversion coefficient of fatty acid methyl ester into fatty acid;

∑*A_Si_*—sum of peak areas of all the fatty acid methyl esters in the sample.

### 4.5. RNA Isolation and Sequencing

In total, 36 ATs (6 depots × 6 buffaloes) were used for RNA sequencing. The total RNA was isolated using the RNeasy Lipid Tissue Mini Kit (QIAGEN, Hilden, Germany) according to the manual instruction. An rRNA-depleted library for each sample was constructed and sequenced by the Illumina HiSeq4000 platform (Illumina, San Diego, CA, USA).

### 4.6. Transcriptome Assembly and mRNA Expression Analysis

Raw data were filtered with Fastp (v0.20.1) [36] to remove reads with low quality or adapters. Clean data were mapped to a river buffalo genome with HISAT2 (v2.2.1) [37]. The river buffalo genome was assembled by our team (not published) and can be provided upon request. Mapped reads were assembled by StringTie (v2.1.4) [38] to obtain transcripts. The assembled transcript was annotated by Gffcompare (v0.11.2) [39]. Expression of the transcript was analyzed by StringTie (v2.1.4) [38] and presented as fragments per kilobase of transcript per million mapped reads (FPKM). All the parameters were set to default.

### 4.7. Differential Expression Analysis

Transcripts with an average of FPKM ≥10 were used for differential expression analysis by DESeq2 (v1.32.1) [40]. A *p*-value <0.05 and log2(fold change) ≥1.5 were used as cut-offs for statistical significance.

### 4.8. Weighted Gene Co-Expression Network Analysis

The weighted gene co-expression network analysis (WGCNA) was performed by the R package “WGCNA” with a one-step method [41]. Transcripts with average FPKM ≥2 (approximately 10,100 transcripts) were used for WGCNA, with the number of transcripts within a module ≥30 and the combination coefficient = 0.25. The correlation between phenotype and gene expression was examined by the labeled Heatmap function to obtain the correlated co-expression modules.

### 4.9. Functional Enrichment Analysis

Functional enrichment analysis of Gene Ontology (GO) terms and the KEGG pathway was performed using the online database DAVID. A benjamini value <0.05 was considered statistically significant.

### 4.10. Statistical Analysis

Normal distribution testing was performed for the data. One-way ANOVA was applied for comparison by SPSS software 19.0 (IBM, Armonk, NY, USA). A *p*-value < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
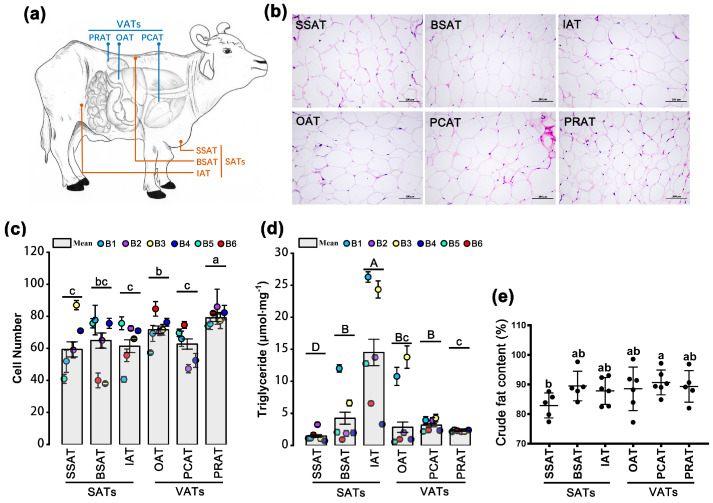
Characteristic ATs in the six depots. (**a**) Sources of tissues: three subcutaneous adipose tissues (SATs) (back subcutaneous adipose tissues, BSATs; sternum subcutaneous adipose tissues, SSATs; inguinal adipose tissue, IATs) and three visceral adipose tissues (VATs) (omental adipose tissue, OAT; pericardial adipose tissue, PCAT; perirenal adipose tissue, PRAT). (**b**) H&E staining of adipose tissues in the six depots. The difference in cell number (**c**), triglyceride content (**d**), and crude fat content (**e**). Crude fat content is presented as a percentage by weight, namely the extracted weight (g) of crude fat from 100 g adipose tissue. A total of six buffaloes (numbered B1, B2, B3, B4, B5, and B6) were used. Three views for each independent depot were captured for cell counting. Three samples for each independent depot were used for triglyceride detection. Data are presented as mean ± SE. An uppercase letter indicates *p* < 0.01; lowercase letters indicate *p* < 0.05.

**Figure 2:**
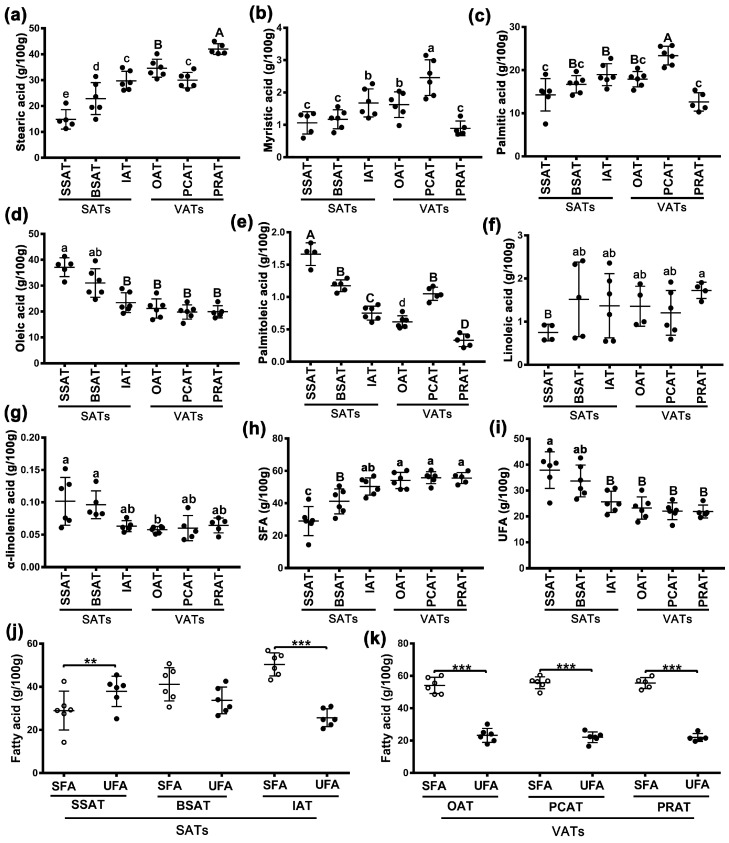
Fatty acid composition in the six adipose depots: three saturated fatty acids (SFAs), including stearic acid (**a**), myristic acid (**b**), and palmitic acid (**c**), and four unsaturated fatty acids (UFAs), including oleic acid (**d**), palmitoleic acid (**e**), linoleic acid (**f**), and α-linolenic acid (**g**). The difference in SFA (**h**) and UFA (**i**) contents among adipose tissue depots. Composition of SAF and UFA in subcutaneous adipose depots (**j**) and visceral adipose depots (**k**). Lowercase letter indicates *p* < 0.05; uppercase letter and ** indicates *p* < 0.01; *** indicates *p* < 0.001. circles and solid circles indicate *n* = 6.

**Figure 3:**
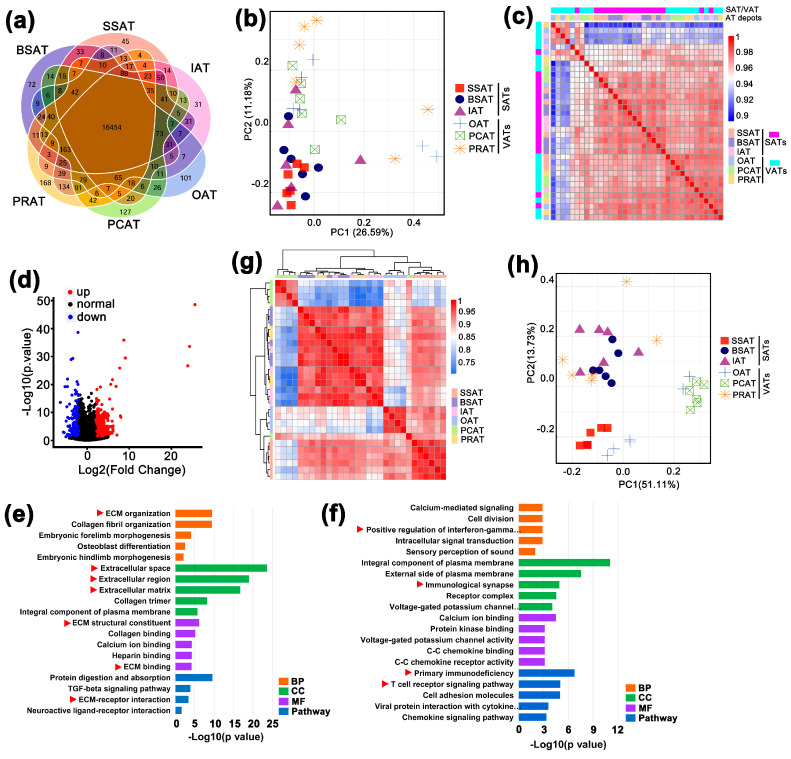
Transcriptional features and functional divergence between SATs and VATs. (**a**) A Venn chart for all the transcripts identified in the six adipose depots. (**b**) Scatter plot of the first two principal component vectors and (**c**) hierarchical clustering using all the transcripts identified in the 36 AT samples from the 6 depots. (**d**) Differentially expressed genes between SATs and VATs. Blue spots indicate downregulated genes in SATs while red spots indicate upregulated genes in VATs. Representation of functional enrichment of genes upregulated in SATs (**e**) and VATs (**f**). Only the top 5 items are presented for each category. Red triangles indicate those items associated with extracellular matrix (**e**) or immune system (**f**). (**g**) Hierarchical clustering and scatter plot of the first 2 principal component vectors (**h**) using the 26 HOX paralogs identified in the transcriptome.

**Figure 4:**
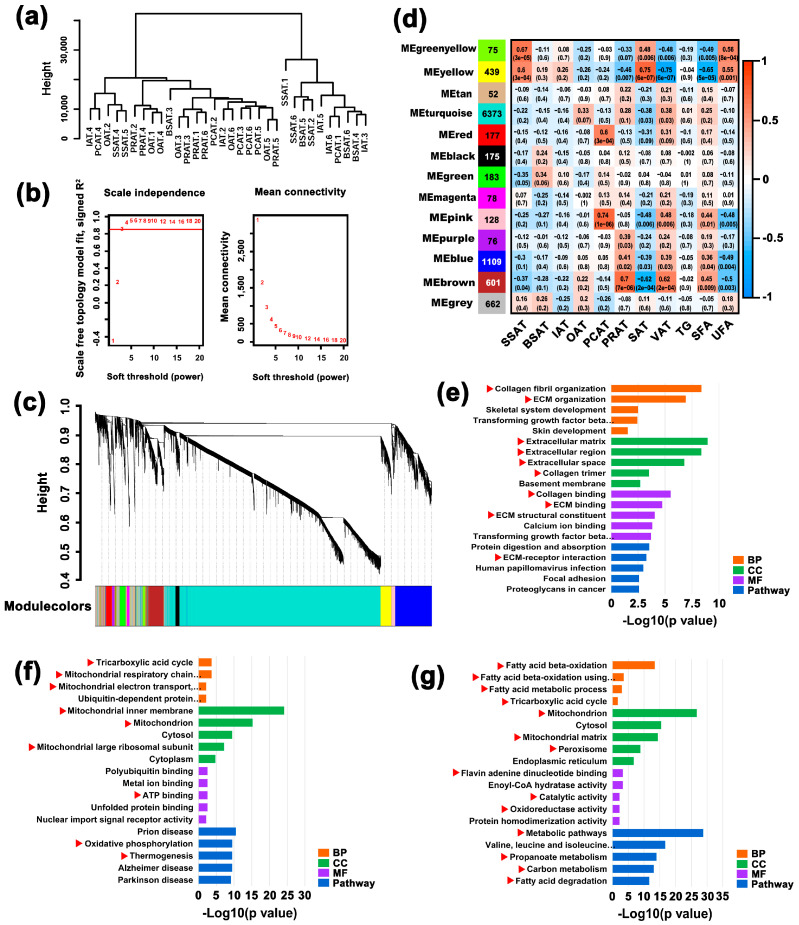
WGCNA reveals functional divergence among different AT depots. (**a**) Cluster analysis using transcripts with average FPKM ≥2 across the 32 AT samples. Four samples deviating from others were removed. (**b**) Network topology for various soft-thresholding powers. (**c**) Gene dendrogram clustering the dissimilarity based on the consensus topological overlap. Modules are indicated by the color row. (**d**) Relationships between modules and traits. Each cell presents the correlation coefficient between module (row) and trait (column) and *p*-value (in parentheses). Modules are indicated by the color column and the number in the corresponding color indicates the number of genes involved in the corresponding module. (**e**) Functional enrichment by genes involved in yellow and green-yellow modules. The top 5 items are presented for each category. Red triangles indicate those items associated with the extracellular matrix. (**f**) Functional enrichment by genes involved in the brown module. The top 5 items are presented for each category. Red triangles indicate those items associated with the tricarboxylic acid cycle, mitochondria, and ATP. (**g**) Functional enrichment by genes involved in the blue module. The top 5 items are presented for each category. Red triangles indicate those items associated with FA beta-oxidation, degradation and metabolism, and mitochondria.

**Figure 5:**
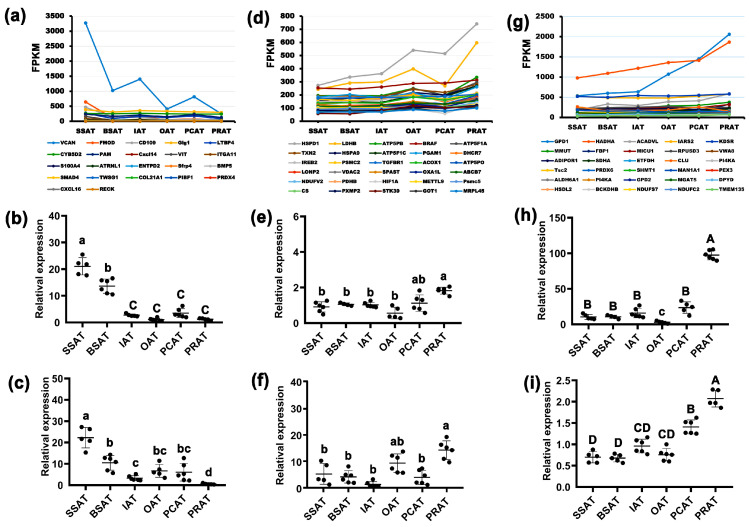
Expression profiles of candidate genes. (**a**) Expressional profiles of genes involved in the candidate items in yellow and green-yellow modules across the 6 AT depots by RNA sequencing. Expressional profiles of *VCAN* (**b**) and *FMOD* (**c**) across the 6 AT depots by qRT-PCR. (**d**) Expressional profiles of genes involved in the candidate items in brown module across the 6 AT depots by RNA sequencing. Only genes with high expression in PRAT (top 30) are presented. Expressional profiles of *HSPD1* (**e**) and *LDHB* (**f**) across the 6 AT depots by qRT-PCR. (**g**) Expressional profiles of genes involved in the candidate items in blue module across the 6 AT depots by RNA sequencing. Only genes with high expression in PRAT (top 30) are presented. Expressional profiles of *GPD1* (**h**) and *HADHA* (**i**) across the 6 AT depots by qRT-PCR. Data are presented as means ± SE. Uppercase letter indicates *p* < 0.01; lowercase letter indicates *p* < 0.05.

## Data Availability

The RNA sequencing data were deposited in the Genome Expression Omnibus (GEO) of NCBI (https://www.ncbi.nlm.nih.gov/geo/, accessed on 19 July 2022). The accession number is GSE208541.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24098410/s1.

How the deposited data were processed for this re-analysis (not part of the article)

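Expression was measured by RNA sequencing in 36 libraries from 6 adipose depots of 6 river buffaloes, with 6 libraries per depot and 18 per fat class. Libraries with the same number come from the same animal, as the sample names and the paper's sample table give it. The FPKM values were made by the authors before deposition, with reads filtered by Fastp, aligned with HISAT2 2.2.1 and assembled and quantified with StringTie 2.1.4 on their own river buffalo genome. The gene lengths behind the FPKM and read counts per gene were not used here. The table held 23032 gene models, of which 6773 had no symbol and 1238 symbols had more than 1 gene model. For a symbol with several gene models, the one with the highest mean was used. LEP, PLIN1, CD79A and XIST have no symbol in the table and were not analysed here. Values of 1097 gene models equal those of another gene model, and 113 of these were tested. The highest correlation between 2 libraries was 0.9879, so no library was a copy of another. The part of Table S2 used here, 1044 gene models, had the same values within 0.01 percent.

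Values were taken as log2(FPKM + 0.1), and the 17688 gene models with an average FPKM above 0.1 were tested. SATs were compared with VATs, each depot with the mean of the other 5 depots, and the 15 pairs of depots with each other, using limma 3.58.1 in R 4.3.3 with empirical Bayes moderation that follows the mean. These main fits held no term for the animal, so libraries of 1 animal entered as independent. The fit of SATs against VATs held no term for the depot either. An adjusted p (Benjamini and Hochberg) under 0.05 was the threshold. The paper's own threshold, an unadjusted p under 0.05 with an absolute log2 fold change of at least 1.5, was applied as well. Males and females were compared on the means of each animal. The correlation of libraries from 1 animal, estimated by limma, was 0.161. Clusters, principal components, permutations and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

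For 34 lists of genes written from general knowledge of cell types and pathways, counts past the threshold were taken and camera was run with a preset correlation of 0.01 and with an estimated one. The list test by permutation used all 46656 assignments of a depot label within animals, or 100000 random ones for SATs against VATs, and was added after seeing the data because camera called as many lists in random groupings. On list scores with depot means removed and depot labels permuted within animals, the test for PRAT passed p 0.05 in 2.65% of unchanged lists and in 92.1% of lists shifted by 1.5 SD. The version for SATs against VATs was not tried in this way. There, and in the correlation of module terms with SATs, single libraries and not whole depots were exchanged. These tests cannot tell a difference of the fat classes from one of single depots. Simulated changes of 1 on the log2 scale were recovered by limma in 60% to 80% of cases between depots or fat classes and in 48% between the sexes, and false calls made up 4.19% to 5.85% of calls. The simulated libraries were drawn independently, so these rates do not cover the correlation of libraries from 1 animal.

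Genes named in the text are the 12 largest rises and 12 largest falls past the threshold with the same sign in all 6 animals and a mean FPKM of at least 1, for SATs against VATs, SSAT and PRAT, and the first 5 of each for the other depots. Every gene the paper names, the HOX genes of Table S6, and up to 4 members of each list quoted were added. The most abundant genes and the genes compared between the sexes were chosen after their values were seen. Parts of the paper's tables and its figures had been seen when this rule was set.

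Alternatives covered the pseudocount, the filter on low values, TPM scaling, quantile normalization, a block for the animal, animal means, the 32 libraries of the network, a lymphoid covariate and leaving out each animal in turn. Leaving out 6 lymphoid-rich libraries or a muscle-rich one, and covariates for mesothelium and adipocytes, were added after seeing the data. The network itself was not rebuilt, since the full module membership is not given in the sources used here, so genes of the enriched terms stand for each module.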

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

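The tests of explanations in this part, the random groupings of libraries and the analyses without lymphoid-rich libraries were chosen only after the results were seen.

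Within each depot, the library farthest from the others was compared with the range of its 6 libraries for 19 lists and measures. Of 114 groups, 15 held a library far from the rest, where chance gives about 1 in 20, or 5.7. The values below are the gap to the nearest library divided by the range.

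IAT 4 was highest in IAT for B cell and plasma cell markers (0.831), lymphoid follicle and lymph node stroma markers (0.870), proliferating cell markers (0.722) and adrenal markers (0.688). PCAT 2 was highest in PCAT for proliferating cell markers (0.689) and adrenal markers (0.698). SSAT 1 was lowest in SSAT for macrophage and monocyte markers (0.789). OAT 1 was highest in OAT for mesothelial markers (0.632) and lowest for smooth muscle and pericyte markers (0.699). BSAT 1 was highest in BSAT for skeletal muscle markers (0.949) and cardiac muscle markers (0.722), and BSAT 6 for skin and hair follicle markers (0.901). PRAT 1 was highest in PRAT for mammary and other glandular epithelial markers (0.744). PCAT 1 had the highest FPKM sum (0.628) and the highest share of FPKM in its 10 most abundant gene models (0.821) in PCAT.

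Lists outside those the paper discusses also differed. In PCAT, mesothelial markers were 2.32 higher than in the other depots and nerve and Schwann cell markers 1.06 higher (0.10 and 8.1e-05 as adjusted p in camera with an estimated correlation). In SATs against VATs, positional transcription factors other than HOX were 0.56 higher (permutation test, adjusted p = 0.00034, 6 of 6 animals; 0.054 in camera with an estimated correlation) and genes of fatty acid desaturation and elongation differed by -0.24 (permutation test, adjusted p = 0.00057, higher in SATs in 1 of 6 animals; 0.56 in camera with an estimated correlation).

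T cell and NK genes were higher in VATs than in SATs. Without the 6 libraries richest in B cell genes, the T cell difference was -0.31 (permutation test, adjusted p = 0.345). These libraries also have the 6 highest T cell scores and 5 of them are visceral, so leaving them out had to shrink the difference, and the fall does not support lymphoid tissue as the source. The NK difference was -0.51 (permutation test, adjusted p = 0.0395, higher in SATs in 0 of 6 animals), which these libraries do not explain as the whole cause. With quantile normalization the T cell difference was -1.01 (permutation test, adjusted p = 0.0191). The score is already relative to the mean of all gene models, so normalization could hardly move it. It therefore decides nothing on a few genes taking most of the FPKM in SATs. Lymph nodes inside the visceral pieces and a difference between the fat classes both stay open for T cells.

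Matrix genes were higher in SSAT. With quantile normalization the proteoglycan score was 0.93 higher against 0.97 before, and its adjusted p moved from 0.0411 to 0.0503 (exact permutation test), so the call ended by a small step while the difference hardly moved. This score too is relative to the mean of all gene models, so its small move decides nothing on a few abundant genes. Fibroblast and progenitor markers rose by 1.12 more than endothelial markers (exact permutation test, p = 0.00362), which argues against an equal rise of both cell types. It cannot decide on a lower share of adipocytes, since fibroblasts alone could take their place. For cartilage of the sternum in the piece, 0 of 4 cartilage genes tested were called higher in SSAT. COL2A1 and MATN1 were at 0.0939 and 0.309 FPKM there, which argues against cartilage, while ACAN averaged 39.2 ± 77.9 FPKM (limma adjusted p = 0.138). In the wider list of 18 cartilage and tendon markers, 3 were higher in SSAT (FMOD, EPYC and THBS4) and 2 lower (3 and 2 when adjusted over the list alone), with a score 0.48 higher (exact permutation test, adjusted p = 0.064, 4 of 6 animals). Among SSAT libraries that score was highest in SSAT 1, SSAT 3 and SSAT 6 (1.07, 0.61 and 0.53), the libraries highest in VCAN and FMOD, and FMOD is itself on the list. Tendon or other dense connective tissue in the piece was not tested apart and stays open. A change in the fibroblasts of SSAT and a larger share of them may both explain the pattern and were not tested apart.

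Mitochondrial genes were higher in PRAT. The oxidative phosphorylation score was 0.36 higher with quantile normalization and 0.46 higher without the 6 libraries richest in B cell genes (exact permutation test, adjusted p = 0.00146 and 0.0105). Lymphoid or dividing cells in those libraries therefore do not explain it. The score is taken relative to the mean of all gene models, so normalization could hardly move it and decides nothing on a few abundant genes. By gene, the median log2 fold change of the subunits was 0.453 before quantile normalization and 0.351 after it. Fewer of the 61 subunits were called in other fits, 19 with quantile normalization and 4 with animal means in the replicate block. With an adipocyte score as a covariate, 43 subunits were called higher against 38 without it. That covariate raised the calls over all gene models in PRAT from 1927 to 4241, so the number of subunits called decides nothing. The median log2 fold change of the subunits hardly moved (0.453 without it and 0.455 with it), so this score did not account for the difference. The share of adipocytes itself was not measured and stays open. A depot difference in adipocytes may explain the higher mitochondrial genes, as a hypothesis found on these data and not tested.

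Random groupings of the libraries, drawn without regard to the animals, numbered 100, and the real grouping is 1 of them. Only the real grouping reached its value for SATs against VATs (5306 calls, highest other grouping 7) and for that comparison at the paper's limits on p and fold change (341, 113). The same held for BSAT (356, 284), OAT (138, 19), PCAT (754, 415) and pairs of depots (14552, 10362). That is the smallest share that 100 groupings can give. For SSAT (1615, highest other 2605), IAT (32, 5252) and PRAT (1927, 1940) 2 groupings did. There the highest other grouping called more than the real one, so these counts do not exclude chance. With depot labels exchanged only within animals, which keeps the pairing, 1 grouping of 100 reached the value for SATs against VATs (highest other 50), the same comparison at those limits (97), BSAT (1), PCAT (26) and pairs of depots (2046), 2 did for SSAT (2306), OAT (2147) and PRAT (3694), and 3 did for IAT (2866). The other groupings that called far more than the real number in IAT and OAT point to a structure of the samples, and what it is was not tested. Neither kind of grouping kept whole depots together, so they cannot tell a difference of the fat classes from one of single depots. Chance cannot be excluded for the number of lists called by camera, where 33 groupings reached the value for SATs against VATs (15 lists, highest other 22), 77 for BSAT (9, 21), 53 for SSAT (13, 20), 79 for IAT (10, 21), 49 for OAT (12, 20), 95 for PCAT (4, 22) and 59 for PRAT (12, 22). With 3 animals of each sex there are 10 groupings, too few for a share under 0.05, and all 10 reached 0 calls for males against females (highest other 2) and for the difference between the sexes in SATs minus VATs (highest other 1822).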

How the results depend on the processing

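Leaving out lymphoid-rich or muscle-rich libraries, the mesothelial and adipocyte covariates and the permutation of list scores were chosen after seeing the data. No named gene that passed the threshold in either run changed direction. Some that passed in neither did, such as LIPE in SATs against VATs (0.34, and -0.47 with lymphoid-rich libraries left out). The B cell score difference in SATs against VATs went from -0.78 to 0.017 there. With quantile normalization r of the blue module's term genes with OAT went from 0.0230 to -0.0330, the median of all gene models from 0.00496 to -0.0364 in PCAT and from -0.0965 to 0.0124 in SSAT. Of 7580 values of 366 named genes under the alternatives, 7047 kept their side of the threshold, 466 fell below it and 67 passed it.

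Fewer gene models are tested at an average FPKM of at least 10, which gave 2696 calls for SATs against VATs, 105 at the paper's limits, 134 for BSAT, 924 for SSAT, 4 for IAT, 59 for OAT, 159 for PCAT and 1246 for PRAT. At least 2 gave 12 for IAT and 379 for PCAT. For the other alternatives the cause was not tested. At the paper's limits, a pseudocount of 1 gave 120 and of 0.01 gave 672. TPM scaling gave 580 for BSAT, and quantile normalization 1120 for PRAT. The replicate block gave 771 for BSAT, 2560 for SSAT and 356 for OAT. The replicate block with animal means gave 181 for BSAT, 51 for IAT, 13 for OAT and 210 for PRAT. The 32 libraries of Figure 4a gave 35 for BSAT, 683 for SSAT, 18 for IAT and 84 for OAT. The lymphoid score as a covariate gave 1112 for BSAT, 2446 for SSAT, 54 for IAT and 1309 for PCAT. With lymphoid-rich libraries left out there were 892 for BSAT, 2746 for SSAT and 51 for IAT, and with the muscle-rich library left out 183 for BSAT. The adipocyte score as a covariate gave 882 for BSAT, 4043 for SSAT, 50 for IAT, 284 for OAT, 1194 for PCAT and 4241 for PRAT.

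Camera called 15 lists in SATs against VATs, 9 in BSAT, 13 in SSAT, 10 in IAT, 12 in OAT, 4 in PCAT and 12 in PRAT. With an estimated correlation, the gene lists called were 1 in SATs against VATs, 0 in BSAT, 0 in SSAT, 0 in IAT, 0 in OAT, 1 in PCAT and 2 in PRAT. With list scores permuted within animals they were 0 in BSAT, 3 in SSAT, 0 in IAT and 0 in OAT. Camera called 15 in BSAT with lymphoid-rich libraries left out and 15 in PCAT with the mesothelial score as a covariate. Males against females gave 0 calls, and 16 with animal as a random effect.

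Leaving out each animal in turn gave 3512 to 4918 calls for SATs against VATs, 283 to 426 at the paper's limits, 88 to 290 for BSAT, 381 to 1594 for SSAT, 14 to 34 for IAT, 45 to 583 for OAT, 413 to 669 for PCAT and 773 to 2129 for PRAT. Camera called 11 to 16 lists for SATs against VATs, 5 to 10 for BSAT, 11 to 16 for SSAT, 9 to 12 for IAT, 9 to 16 for OAT, 3 to 5 for PCAT and 12 to 15 for PRAT. The HOX difference was 0.133 to 0.155 and the Rand index 0.399 to 0.470. The sexes gave 0 calls each time. Read depth was similar between libraries, and counts per gene, which set its limit for rare transcripts, were not used here.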

Differences from the paper's values

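The overlap with the genes of Table S3 was tested only after the counts were seen.

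The paper gives 767 differentially expressed genes between SATs and VATs, and its limits on p and fold change gave 341 here with limma on log2(FPKM + 0.1) and a mean FPKM over 0.1. With the average FPKM of at least 10 that its methods also state, there were 105, with 57 higher in SATs and 48 in VATs. The paper's counts by direction do not add up to its total, and the ratio of adjusted to unadjusted p of the top gene in Table S3 is larger than the number of gene models which that limit on FPKM leaves here, so which filter stands behind its counts is not settled. Of 18 alternatives set before the tests were run, the pseudocount of 0.01 gave a number within 1.5 times the paper's (672) and the other 17 did not. The paper gives 228 genes upregulated in SATs, and 148 were found here at a mean FPKM over 0.1. The pseudocount of 0.01 (277), TPM scaling (153), quantile normalization (183) and leaving out animal 2 (169), 3 (158), 4 (163) or 5 (155) came within 1.5 times, and the other 11 alternatives did not. The paper gives 644 genes upregulated in VATs, and 193 were found here at a mean FPKM over 0.1. None of the 18 alternatives came within 1.5 times. Of the 644 genes in Table S3, 546 were tested here, all 546 had the same direction, 280 passed the adjusted p and 157 passed the paper's limits. Of the 228, 175 were tested, all 175 had the same direction, 154 passed the adjusted p and 100 passed the limits.

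The paper calls HSPD1 the most abundant gene of adipose tissue. Here it ranked 275 by mean FPKM, behind COL1A1 at rank 1, and it was higher in PRAT as the paper states.

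The paper places LIPE, GPD1 and HADHA highest in PRAT. Its evidence for GPD1 and HADHA includes qRT-PCR across the depots (Figure 5h,i), which was not used here. By FPKM the means of LIPE, GPD1 and HADHA were highest in PRAT. The differences from the mean of the other depots did not pass limma's test (log2 fold changes 0.29, 0.95 and 0.52, adjusted p = 0.82, 0.29 and 0.18). PRAT 2 and PRAT 4, both rich in lymphoid genes, held the lowest values of all 3 genes in PRAT. Without the 6 lymphoid-rich libraries, tried only after seeing the data, GPD1 and HADHA passed limma's test (1.82 and 0.94, adjusted p = 0.019 and 0.0045) and LIPE did not (1.31, adjusted p = 0.076). Leaving out the lowest PRAT libraries had to raise the mean of PRAT, so this does not decide on the paper's statement.

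The paper states that all identified genes do not distinguish the depots. Libraries of one depot were more alike than libraries of different depots over all gene models, by 0.00933 in correlation (permutation p = 1e-05, the smallest that 100000 permutations can give), while the Rand index of their clusters was 0.214.

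The paper relates inflammation to OAT above other visceral depots. No immune list passed the permutation test in OAT against the mean of all other depots. Macrophage and monocyte markers were 0.24 higher in OAT (exact permutation test, adjusted p = 0.66, 3 of 6 animals). The SAT depots are part of that mean, so this test cannot decide on the paper's comparison. Immune list scores of OAT were not tested against PCAT and PRAT alone.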

Other observations

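The permutation test of list scores was chosen only after the data were seen, and no explanation is offered for the values in this part.

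PCAT was high in the mesothelial genes KRT8, MUC16, BNC1 and KRT19. KRT8, an epithelial keratin, averaged 570 ± 863 FPKM in PCAT and 18.1 ± 77.2 in the other depots (SD, n = 6 and 30 libraries). CDH19, a cadherin of Schwann cells, rose by 2.87 there. Skin and hair follicle markers were 0.90 higher in PCAT (exact permutation test, adjusted p = 0.027, 5 of 6 animals; 0.75 in camera with an estimated correlation), with 2 of 8 called (2 when adjusted over the list alone), the desmosome gene DSP and the gap junction gene GJB2. PCAT 2 and PCAT 4 had the highest scores for these markers (1.79 and 1.46, against -0.0674 to 0.701 in the other 4 PCAT libraries), as they had for mesothelial markers (4.24 and 4.61).

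Desaturases were higher in VATs. FADS1 averaged 45.4 ± 32.3 FPKM in VATs and 19.4 ± 8.90 in SATs (SD, n = 18 libraries each), a log2 fold change of -1.09, and FADS2 and FADS3 had -1.03 and -0.77, each in 6 of 6 animals. Of 20 genes of desaturation and elongation, 9 were higher in VATs and 1 in SATs (9 and 1 when adjusted over the list alone), and with an estimated correlation camera gave an adjusted p = 0.56.

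In PRAT the homeobox gene ALX1 rose by 3.34 to 3.66 ± 2.40 FPKM, and SIX2 fell by 2.45 on the log2 scale. EDA2R, a receptor of ectodysplasin, rose by 3.28 in SSAT.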
